# Selective Inhibitors of Histone Deacetylases 1 and 2 Synergize with Azacitidine in Acute Myeloid Leukemia

**DOI:** 10.1371/journal.pone.0169128

**Published:** 2017-01-06

**Authors:** Chengyin Min, Nathan Moore, Jeffrey R. Shearstone, Steven N. Quayle, Pengyu Huang, John H. van Duzer, Matthew B. Jarpe, Simon S. Jones, Min Yang

## Abstract

Acute myeloid leukemia (AML) is a heterogeneous group of hematopoietic stem cell disorders characterized by defects in myeloid differentiation and increased proliferation of neoplastic hematopoietic precursor cells. Outcomes for patients with AML remain poor, highlighting the need for novel treatment options. Aberrant epigenetic regulation plays an important role in the pathogenesis of AML, and inhibitors of DNA methyltransferase or histone deacetylase (HDAC) enzymes have exhibited activity in preclinical AML models. Combination studies with HDAC inhibitors plus DNA methyltransferase inhibitors have potential beneficial clinical activity in AML, however the toxicity profiles of non-selective HDAC inhibitors in the combination setting limit their clinical utility. In this work, we describe the preclinical development of selective inhibitors of HDAC1 and HDAC2, which are hypothesized to have improved safety profiles, for combination therapy in AML. We demonstrate that selective inhibition of HDAC1 and HDAC2 is sufficient to achieve efficacy both as a single agent and in combination with azacitidine in preclinical models of AML, including established AML cell lines, primary leukemia cells from AML patient bone marrow samples and *in vivo* xenograft models of human AML. Gene expression profiling of AML cells treated with either an HDAC1/2 inhibitor, azacitidine, or the combination of both have identified a list of genes involved in transcription and cell cycle regulation as potential mediators of the combinatorial effects of HDAC1/2 inhibition with azacitidine. Together, these findings support the clinical evaluation of selective HDAC1/2 inhibitors in combination with azacitidine in AML patients.

## Introduction

AML is the most prevalent acute leukemia in adults and results from the transformation of primitive hematopoietic stem and progenitor cells, leading to increased proliferation and impaired differentiation of immature myeloid progenitors [1]. Treatment options for AML patients are limited and outcomes are poor [2]. There is a high unmet medical need in these patients for novel treatment options. Considering the high intrinsic genetic instability and heterogeneity of AML, it is generally believed that combination regimens will be necessary to achieve the desired clinical efficacy. Recent discoveries have highlighted an important role of dysregulated epigenetic mechanisms in the pathogenesis of AML [3–5]. Epigenetic changes include DNA modifications, such as cytosine methylation, modifications of histone proteins, such as histone acetylation and histone methylation, and RNA-associated gene silencing. Development of DNA methyltransferase inhibitors has been the most successful in this disease. VIDAZA^®^ (azacitidine), which has demonstrated efficacy in AML preclinical models [6–11] and clinical trials [12, 13], was recently approved by the European Medicines Agency for the treatment of elderly patients with AML. HDAC inhibitors are another class of epigenetic therapies which are under extensive development for AML and other hematologic malignancies. In multiple preclinical models of AML, HDAC inhibitors such as panobinostat, vorinostat, or entinostat, have demonstrated antitumor activities either as a single agent or in combination settings through induction of differentiation, cell cycle arrest and/or apoptosis [14–27]. HDAC inhibitors have also shown promising clinical activity in combination with agents with known anti-leukemia activity, including DNA methyltransferase inhibitors and chemotherapies, in AML patients [2, 28–36]. However, adding non-selective HDAC inhibitors to combination regimens often results in increased toxicities which can lead to dose reduction and early treatment discontinuation [33, 36–45]. Therefore, isozyme-selective HDAC inhibitors with improved safety profiles may overcome this hurdle and provide additional clinical benefit to patients.

In humans there are 11 classical HDAC isoforms [46]. HDACs 1–3 are enzymatically active members of transcriptional corepressor complexes, responsible for chromosomal compaction and gene repression through removing acetyl groups from lysine residues on histones. Initial genetic dissection of the role of specific HDACs in murine models has revealed that HDAC1 and HDAC2 play redundant and essential roles in tumor cell growth *in vitro* and *in vivo* [47, 48]. Furthermore, co-inhibition of HDAC1 with HDAC2 by genetic and pharmacological approaches was shown to mediate robust pro-apoptotic responses in models of lymphoma and B-cell acute lymphoblastic leukemia [22, 23, 47, 49]. Together, these findings suggest that pharmacological inhibition of HDAC1 and HDAC2 is sufficient for anti-tumor activities in AML.

Here, we describe the preclinical development of series of oral and selective inhibitors of HDAC1 and HDAC2 based upon the biaryl aminobenzamide scaffold [50–52]. Our results demonstrate potent anti-leukemic activities of HDAC1/2-selective inhibitors both as single agents and in combination with azacitidine in multiple *in vitro*, *ex vivo* and *in vivo* preclinical models of AML.

## Materials and Methods

### Cell culture

MV-4-11, Kasumi-1, and HL-60 AML cell lines were all obtained from ATCC. MOLM-13 and NB-4 cell lines were obtained from DSMZ. All cell lines were cultured in Roswell Park Memorial Institute (RPMI) 1640, supplemented with 10% (MV-4-11, MOLM-13 and NB-4) or 20% FBS (Kasumi-1 and HL-60) and 100 U/mL penicillin and 100 μg/mL streptomycin. The identity of each cell line was validated and documented by the suppliers. All experiments were performed with cells maintained at low passage numbers.

### HDAC enzyme assays

*In vitro* biochemical assays were performed as described previously [52, 53]. Specifically, compounds were dissolved and diluted in assay buffer (50 mM HEPES, pH 7.4, 100 mM KCl, 0.001% Tween-20, 0.05% BSA, and 20 μM Tris (2-carboxyethyl) phosphine) to 6-fold the final concentration. HDAC enzymes (BPS Biosciences) were diluted to 1.5-fold of the final concentration in assay buffer and pre-incubated with ACY-957 or ACY-1035 for 24 hours at 4°C before the addition of the substrate. The amount of substrate (acetyl-lysine tripeptide) used for each enzyme was equal to the Michaelis constant (Km), as determined by a titration curve. Substrate was diluted in assay buffer to 6-fold of the final concentration with 0.3 μM sequencing grade trypsin (Sigma-Aldrich). The substrate/trypsin mix was added to the enzyme/compound mix and the plate was shaken for 5 seconds and then placed into a SpectraMax M5 microtiter (Molecular Devices) plate reader. The enzymatic reaction was monitored over 30 minutes for release of 7-amino-4-methoxy-coumarin after deacetylation of the lysine side chain in the peptide substrate, and the linear rate of the reaction was calculated.

### Cell viability assays

Single agent and combination assays were carried out in 384-well plates by plating 2.5 x 10^5^ cells/mL in 30 μL media/well. Compounds and/or solvent dimethyl sulfoxide (DMSO) were added at the same time using an HP D300 digital dispenser (Hewlett Packard) in triplicate or quadruplicate and incubated for 72 hours at 37°C. Viability was measured by adding 25 μL CellTiter-Glo (Promega), incubating for 10 minutes, and measuring luminescence on a SpectraMax (Molecular Devices). For single agent treatment, 11 doses at a range of 0.1 μM to 100 μM were tested for each drug and IC_50_ values calculated using GraphPad Prism 6. For combination treatment, cells were treated in quadruplicate with 7 concentrations of HDAC inhibitors plus 7 concentrations of azacitidine with the ratio of the drug doses staying at approximately IC_50_: IC_50_. Combination index (CI) was calculated using Calcusyn software (Biosoft, UK) and reported are the average of 3 independent experiments. CI < 1 indicates synergism, CI = 1 indicates additivity, and CI > 1 indicates antagonism.

### Immunoblotting

The EpiQuick Total Histone Extraction kit (Epigentek) was used to isolate histones. Histone lysates were size separated on Bolt 10% Bis-Tris gradient gels (Life Technologies), transferred to polyvinylidene difluoride membranes, blocked in 5% BSA, and detected using standard western blotting techniques. Antibodies used for western blotting: anti-acetylated histone H3 lysine 56 (H3K56ac) (Abcam, catalog 76307), anti-acetylated histone H2B lysine 5 (H2BK5ac) (Cell Signaling Technology, catalog 2574), and anti-total-histone H4 (EMD Millipore, catalog 05-858).

### Flow cytometry

Single agent and combination assays were carried out in 6-well format by plating 2.5x10^5^ cells/mL in 5 mL of culture media. All compounds and/or solvent DMSO were added concurrently at the indicated doses. Flow cytometry was performed to measure surface level of CD11b, cell cycle distribution, and induction of apoptosis. CD11b and apoptosis were analyzed on a FC500 flow cytometer (Becton Dickenson) and cell cycle profiled on an Attune NxT (Life Technologies).

For CD11b analysis, 72 hours after treatment, 1.0 x 10^6^ cells for each condition were washed once in wash buffer (PBS with 0.1% BSA), stained in wash buffer on ice for 1 hour with PE-anti-human CD11b (Biolegend, catalog 301306) or PE-mouse IgG1κ (BD Pharmingen catalog 554680), and then washed 3 times before flow cytometry analysis. The frequency of CD11b positive cells out of total viable cells identified by forward and side scatter profile was quantified.

For cell cycle analysis, 72 hours after treatment, 1 mL of cells from each condition were incubated with EdU for 1 hour and then mixed with detection cocktail according to the manufacturer’s protocol (Life Technologies, ClickiT Plus EdU 488 Assay). EdU labeled cells were then mixed with FxCycle Far Red Stain (Life Technologies) and 100 μg RNase A cocktail (Life technologies) for 30 minutes before flow cytometry analysis. Edu positive populations representing S phase cells were quantified.

For apoptosis analysis, 96 hours after treatment, 1 mL of cells from each condition were stained using the 488-Annexin V Dead cell kit according to the manufacturer’s protocol (Life Technologies, catalog V13245). Annexin V-positive populations were quantified.

### Primary bone marrow sample proliferation assay

Fresh bone marrow samples from AML patients were plated into 96-well plates containing ACY-957 alone, azacitidine alone or the combination and incubated for 96 hours. AML blasts were characterized according to their light scatter properties and stained with antibodies to the following markers: CD11b, CD45, CD13, CD34, CD64, CD117 and HLA-DR as described previously [54, 55]. AML blasts were incubated in RPMI 1640 medium (20% FBS, 2% HEPES, 1% penicillin-streptomycin, and 1% L-glutamine) containing a human cytokine cocktail to stimulate proliferation of leukemic cells. The cytokine cocktail included 0.1 ng/μL SCF (StemCell Technologies, catalog 02630), 0.05 ng/μL IL-3 (StemCell Technologies, catalog 02503), 0.04 ng/μL IL-6 (Miltenyi Biotech, catalog 130-095-365), 0.2 ng/μL GM-CSF (Peprotech, catalog 300–03), 0.2 ng/μL G-CSF (Peprotech, catalog 300–23), 0.004 U/mL Erithropoietin (StemCell, catalog 02625), 0.94 μg/μL Transferrin (Sigma Aldrich, catalog T8158), 0.1 ng/μL 2-Mercaptoethanol (Sigma Aldrich, catalog M7154). To identify live leukemic cells by flow cytometry, two antibodies that unequivocally identify the pathologic cell population in the patient samples were selected in combination with annexin V. Those cells without annexin V staining and with appropriate markers were considered live leukemic cells, as described previously [54, 55]. Proliferation inhibition was measured as the difference in the number of live leukemic cells in a well with drugs versus the vehicle control treated wells.

For single agent treatment, 38 patient samples were tested with an 8-point dose-response of each agent. After 96-hour treatment, live leukemic cells were quantified by flow cytometry and IC_50_ values calculated by GraphPad Prism 6. For combination treatments, 30 patient samples were assessed. Three concentrations of each drug were chosen based on the estimated IC_50_ values, and eight different combination ratios were tested concurrently with each single agent on matched samples. The quantification of live leukemic cells and the calculation of IC_50_ values for single agent were conducted as above. The drug interactions were characterized by computing the standard CI as determined by the method of Chou-Talalay [56]. CI values below 1 indicate synergism.

Studies were performed at Vivia Biotech, Madrid, Spain. Studies were approved by the following ethics committees: Clinical Research Ethics Committee of the Hospital Universitario Doce de Octubre, Madrid; Clinical Research Ethics Committee from Cáceres; Clinical Research Ethics Committee of the Hospital Universitario Virgen Macarena, Sevilla; Biomedical Research Ethics Committee Hospital Universitario y Politécnico La Fe, Valencia; Clinical Research Ethics Committee of the Hospital Universitario de Salamanca; Clinical Research Ethics Committee from Galicia; Ethics Committee of Clinical Research-Committee for the Ethics in Research of the Hospital Universitario de Gran Canaria Doctor Negrin; Clinical Research Ethics Committee of the Hospital Clinico Universitario de Valencia; Clinical Research Ethics Committee of the Hospital Universitario Germans Trias i Pujol, Barcelona; Clinical Research Ethics Committee of the Grupo Hospital de Madrid; Clinical Research Ethics Committee of the Hospital General Universitario Gregorio Maraňón, Madrid; Clinical Research Ethics Committee of the Hospital Universitario Ramón y Cajal, Madrid. All the participants provided their written informed consent to participate in this study.

### Primary bone marrow sample colony formation assay

Frozen bone marrow samples from AML patients were treated with ACY-957 alone, azacitidine alone or the combination. Specifically, compounds were dissolved in DMSO and added to tubes of methylcellulose-based medium (Reachbio, catalog 1103) containing cytokine formulations to support colony growth of AML blasts. Frozen bone marrow samples were thawed and approximately 4 x 10^4^ cells/culture were plated in triplicate for each treatment condition. The dishes were cultured at 37°C for a total of 14 days, after which the resultant colonies were evaluated and enumerated based on morphology.

For single agent efficacy, 7 AML samples were tested with a 6-point dose-response of each agent. IC_50_ values were generated by GraphPad Prism 6. The 5 samples that supported the growth of sufficient numbers of colonies were further tested with combination treatment. For each sample, one dose of each drug was chosen based on the following criteria: inhibits colony formation no more than 50%; gives similar levels of inhibition as each other.

Studies were performed at Reachbio LLC, Seattle, USA. Studies were approved by Western Institutional Review Board and Alpha Institutional Review Board. All the participants provided their written informed consent to participate in this study.

### *In vivo* model of AML

Female Crl:NU(NCr)-*Foxn1*^*nu*^ mice were injected subcutaneously with 1 x 10^7^ MOLM-13 cells in 50% Matrigel in the right flank. When tumors reached an average size of 100–150 mm^3^, mice (n = 10/group) were randomized into 4 treatment groups: azacitidine, ACY-957, azacitidine plus ACY-957 and vehicle control. Azacitidine was administered intravenously (i.v.) twice weekly at 5.5 mg/kg in saline while ACY-957 was administered orally (p.o.) daily at 125 mg/kg in 0.5% hydroxypropyl methylcellulose in deionized water. Mice were treated for 28 days. The dosing schedule was chosen based on tolerability of the treatment as well as pharmacokinetic profile of ACY-957 in mice. Tumors were measured twice weekly in two dimensions using calipers and volume was calculated by width^2^ x length/2. Animals were monitored individually for tumor growth until day 34. Each animal was euthanized for tumor progression when its tumor reached the 2000 mm^3^ volume endpoint and time to endpoint (TTE) was determined for each mouse. To calculate TTE, tumor volume data were log transformed and linear regression performed on the data set comprising the first observation that exceeded the endpoint volume and the three consecutive observations that immediately preceded the attainment of the endpoint volume. TTE for each mouse was calculated with the following equation: TTE = log_10_ [(endpoint volume)–intercept]/slope of linear regression. In instances in which the log-transformed calculated TTE preceded the day prior to reaching endpoint or exceeded the day of reaching tumor volume endpoint, a linear interpolation was performed to approximate TTE. Any animal determined to have died from treatment-related causes was assigned a TTE value equal to the day of death. Any animal that died from non-treatment-related causes was excluded from the analysis. Any animal that did not reach endpoint was euthanized at the end of the study and assigned a TTE equal to the last study day (Day 34). Survival curve was plotted using GraphPad Prism 6 and statistical analysis performed by log-rank (Mantel-Cox) test.

All animal work was performed at Charles River Discovery Services, Morrisville, NC (CR DS-NC). The identity of MOLM-13 cell line was validated and documented by Charles River Discovery Services. The study was approved by the CR DS-NC Institutional Animal Care and Use Committee. This site has an approved Assurance Statement (A4358-01) on file with the Office of Laboratory Animal Welfare (OLAW), National Institutes of Health (NIH) and is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC International). Animals were obtained from an approved vendor and were housed under conditions which met the requirements specified in the *Guide for the Care and Use of Laboratory Animals* from the National Research Council. The health and welfare of all animals was assessed on a daily basis and animals observed with abnormal clinical signs were brought the attention of the veterinary staff for monitoring and recommendation of appropriate treatment, including supportive care. Based on veterinary recommendation, animals experiencing severe or chronic pain or distress that could not be relieved were humanely euthanized. Animals on this study were euthanized by exposure to an overdose of isoflurane consistent with the AVMA Guidelines of Euthanasia for the Euthanasia of Animals: 2013 Edition. There were no unexpected deaths in this study.

IACUC approved general humane end points for tumor models that were applied to this study included: 1) Tumor volume reaches 2000 mm^3^, 2) Any individual animal with a single observation of more than 30% body weight loss or three consecutive measurements of more than 25% body weight loss, 3) Any group with a mean body weight loss of more than 20% or more than 10% mortality will stop dosing. The group is not euthanized and recovery is allowed. Within a group with more than 20% weight loss, individuals hitting the individual body weight loss endpoint will be euthanized. If the group treatment related body weight loss is recovered to within 10% of the original weights, dosing may resume at a lower dose or less frequent dosing schedule. Exceptions to non-treatment body weight % recovery may be allowed on a case-by-case basis based on veterinary approval in consultation with the Study Director.

### Gene expression microarray analysis

MV-4-11 cells were treated for 48 hours with vehicle DMSO, 1 μM ACY-1035, 1 μM azacitidine or the combination of 1 μM azacitidine plus 1 μM ACY-1035. Total RNA from cells was isolated using the RNeasy^®^ Mini Kit. Quality of the RNA samples was assessed by 260/280 nm and 260/230 nm absorption spectrum profiles using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA).

Gene expression profiling sample preparation, hybridization, and data acquisition was performed by the Covance Genomics Laboratory (Seattle, WA) using total RNA and Affymetrix GeneChip PrimeView^™^ Human Gene Expression Array (Affymetrix, Santa Clara, CA) according to manufacturer’s protocol. Data analysis was performed using BRB-ArrayTools [57]. Raw data CEL files were processed with the robust multi-chip average (RMA) algorithm [58]. This data has been uploaded to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) website with series accession number of GSE84440.

Venn diagram analysis was performed by comparing each treatment condition to vehicle control and then selecting Affymetrix qualifiers up- or down-regulated by at least 2 fold. Gene symbols were used to compute gene list overlaps using Venny written by JC Oliveros (http://bioinfogp.cnb.csic.es/tools/venny). Heatmap analysis was performed by comparing each treatment condition at 48 hours to vehicle control. Affymetrix qualifiers showing additive or synergistic changes in gene expression following the combination treatment were selected using the fold change filters outlined in S1 Table. The heatmap resulting from these lists was generated using matrix2png web interface (http://www.chibi.ubc.ca/matrix2png/bin/matrix2png.cgi) with log base 2 intensity values for each qualifier normalized to have mean value of zero and variance one [59].

Gene set enrichment analysis (GSEA) was performed using the publicly available GSEA software from the Broad Institute. Log base 2 gene expression data was used to query the ‘C3 motif TFT: transcription factor targets’ gene sets within the Molecular Signatures Database collection [60]. Pairwise sample comparisons were made by collapsing the data set to gene symbols based on maximum qualifier signal and then using a weighted difference of means metric for ranking genes. Gene set permutations were performed to generate nominal P-values and false discovery rate (FDR) for each gene set.

### Quantitative real time PCR (qPCR)

RNA isolations were performed on a Qiacube (Qiagen) using the RNeasy Micro Kit (Qiagen) according to manufacturer’s protocol. RNA was converted to cDNA using the High Capacity RNA-to-cDNA Kit (Life Technologies) and qPCR performed using the Taqman Gene Expression Max Mix according to manufacturer’s protocol (Applied Bioscience). The following ThermoFisher taqman probes were used: GATA2 (Hs01060665_g1), GAPDH (Hs0275899_g1), ACTB (Hs00231119_m1), CDKN1A (Hs00355782_m1), CDKN1C (Hs00175938_m1), HES1 (Hs00172878_m1).

### GATA2 overexpression and growth assay

The GATA2 overexpression vector (oeG2) was constructed by removing the GFP cassette of the pLKO.1-puro-CMV-TurboGFP vector (Sigma, Catalog SHC003) and replacing it with the full-length *GATA2* transcript sequence (Refseq NM_001145661) (GenScript, Piscataway, NJ), as described previously [52]. pLKO.1-puro-CMV-TurboGFP vector was used as a control (oeGFP). Cells were transduced, recovered for 48 hours and selected for two days with 1 μg/mL puromycin. Stable cells were then cultured for an additional day in RPMI 1640 media before further use.

For growth assays, stable cells were plated at 1.0 x 10^5^ cells/mL in 200 μL of culture media in 96-well plates. Cell viability was determined by CellTiter-Glo as above on day 0, 2, 3 and 6. At each time point, a reference curve of absolute viable cell numbers was generated by measuring the viability of parental MV-4-11 cells at a range of cell numbers. The viable cell numbers for GATA2 and GFP overexpressing cells were derived from the reference curve.

### Statistical analysis

Statistical analysis of survival curves was performed by log-rank (Mantel-Cox) test using GraphPad Prism 6 and statistical significance assumed at P < 0.05. For statistical analysis of GSEA, gene set permutations were performed to generate nominal P-values and FDR for each gene set and statistical significance assumed at FDR < 0.05. All other statistical analysis was performed by two-tailed Student’s t-test using Excel and statistical significance assumed at P < 0.05.

## Results

### ACY-957 and ACY-1035 selectively inhibit HDAC1 and HDAC2

ACY-957 and ACY-1035 belong to the biaryl aminobenzamide class of HDAC inhibitors, which possess an internal cavity binding region shown to provide selectivity for HDAC1 and HDAC2 [50–52]. To confirm their selectivity profiles, ACY-957 and ACY-1035 were tested against HDAC1, 2, or 3 in an *in vitro* biochemical assay. ACY-957 had IC_50_ values of 7.2 nM, 26 nM and 1157 nM against HDAC1, 2 and 3, respectively (Fig 1A, *left panel*). ACY-1035 had IC_50_ values of 9.4 nM, 23 nM and 2000 nM against HDAC1, 2 and 3, respectively (Fig 1A, *right panel*). Therefore, ACY-957 and ACY-1035 are HDAC1/2-selective inhibitors with more than 150-fold selectivity for HDAC1 over HDAC3 and approximately 50-fold selectivity for HDAC2 over HDAC3, values consistent with previous reports [51–53, 61]. In addition, ACY-1035 did not inhibit HDAC4 through 9 at the maximum concentration tested of 20 μM (S1 Fig), consistent with previous reports on ACY-957 [52] and on other compounds in the biaryl aminobenzamide class [53, 61].

**Fig 1:**
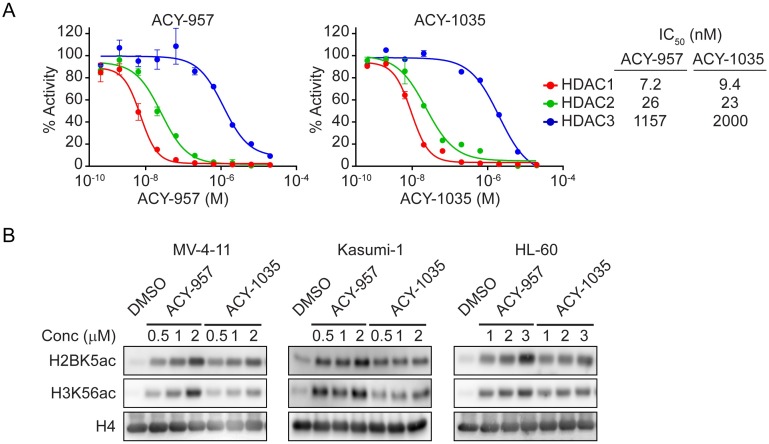
ACY-957 and ACY-1035 selectively inhibits HDAC1 and 2. (A) *In vitro* biochemical assay for HDAC1, HDAC2 or HDAC3 inhibition by ACY-957 (*left panel*) and ACY-1035 (*right panel*). Mean ± SD, n = 3. (B) MV-4-11, Kasumi-1 or HL-60 cells were treated with the indicated doses of compounds for 24 hours and immunoblotting performed for acetylated H2BK5, acetylated H3K56 and total H4. A dose-dependent induction of histone acetylation by ACY-957 or ACY-1035 was observed.

To confirm the inhibitory activity of these compounds on HDAC1/2, we evaluated their effects on histone acetylation in AML cells. MV-4-11, Kasumi-1 and HL-60 cell lines were treated with increasing doses of ACY-957 or ACY-1035 for 24 hours and histone acetylation measured by immunoblotting. Treatment with both compounds led to a dose-dependent accumulation of acetylation on histone H2B lysine 5 (H2BK5ac) and histone H3 at lysine 56 (H3K56ac) (Fig 1B and S2 Fig), confirming their cellular inhibition of HDACs.

### HDAC1/2 inhibition suppresses viability of AML cells *in vitro* and primary AML blasts *ex vivo*

The effect of ACY-957 and ACY-1035 on viability was assessed in five human AML cell lines representing multiple AML subtypes and common genetic aberrations (Fig 2A and S3 Fig). Both ACY-957 and ACY-1035 potently inhibited cell viability with IC_50_ values in the range of 0.8–3.3 μM, consistent with their demonstrated inhibition of HDAC1/2 at these concentrations (Fig 2B).

**Fig 2:**
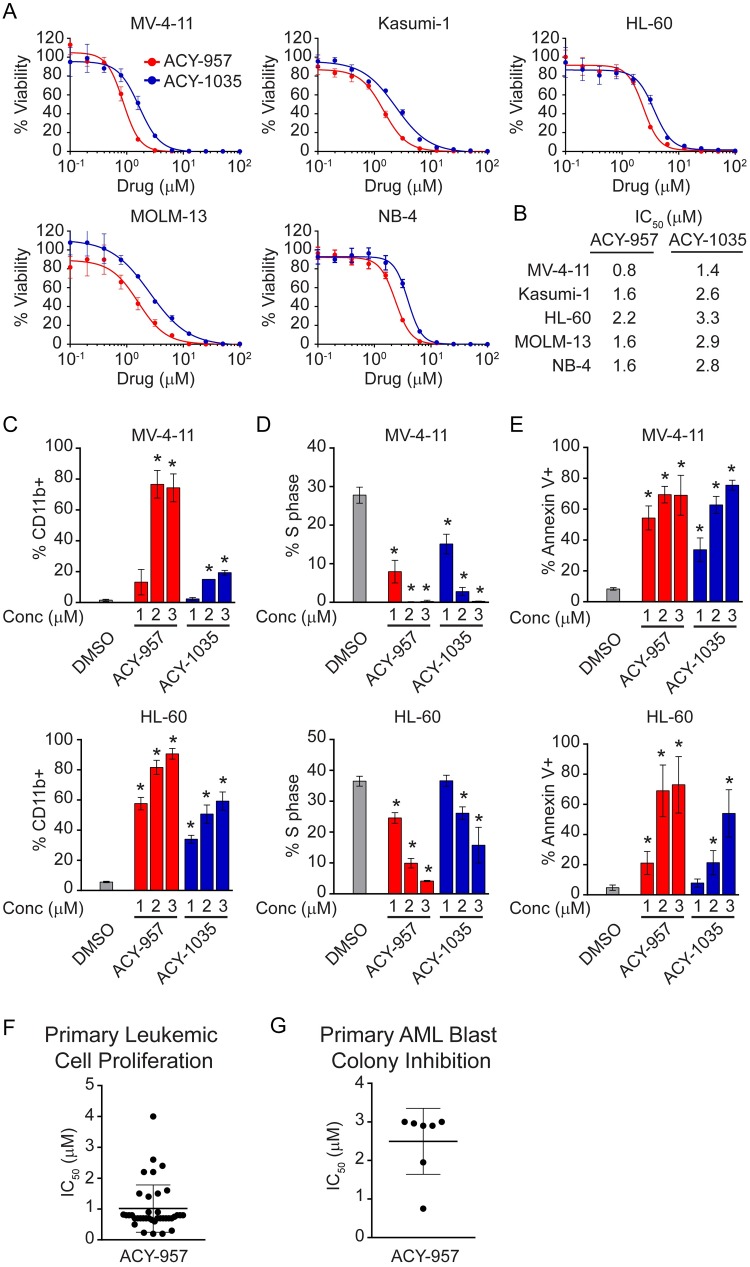
HDAC1/2 inhibition suppresses AML cells *in vitro* and primary AML blasts *ex vivo*. (A) MV-4-11, Kasumi-1, HL-60, MOLM-13 and NB-4 cells were treated with increasing doses of ACY-957 or ACY-1035. After 72 hours, cell viability was measured and response curves plotted using GraphPad Prism 6. Mean ± SD, n ≥ 3. (B) IC_50_ values from curves in ‘A’ were calculated and listed. ACY-957 and ACY-1035 reduced viability of AML cells with an average IC_50_ value of 1.5 μM for ACY-957 and 2.6 μM for ACY-1035, respectively. (C) MV-4-11 (*upper panel*) and HL-60 (*lower panel*) cells were treated with increasing doses of ACY-957 or ACY-1035 for 72 hours. Surface levels of CD11b were measured by flow cytometry and percentage of CD11b positive cells plotted. ACY-957 and ACY-1035 increased the percentage of CD11b positive cells in a dose-dependent manner. Mean ± SD, n = 3 independent experiments. (D) Cells were treated as above. Cell cycle was analyzed by flow cytometry Edu positive population corresponding to S phase cells were quantified and percentage of S phase cells plotted. ACY-957 and ACY-1035 reduced S phase cells in a dose-dependent manner. Mean ± SD, n = 3 independent experiments. (E) Cells were treated at the indicated doses of compounds for 96 hours. Annexin-V positive cells were analyzed by flow cytometry. ACY-957 and ACY-1035 induced apoptosis in a dose-dependent manner. Mean ± SD, n = 3 independent experiments. (F) Fresh primary AML patient samples were plated into 96-well plates containing ACY-957 at 8 doses and incubated at 37°C for 96 hours. Leukemic cells were identified by surface markers as described in the Materials and Methods and viable leukemic cells corresponding to annexin V negative populations quantified by flow cytometry. IC_50_ values were calculated using GraphPad Prism 6 and plotted. ACY-957 inhibited the proliferation of primary leukemic cells with a mean IC_50_ value of 1.1 μM. Bars represent mean ± SD, n = 38. (G) Frozen primary AML patient samples were cultured in methylcellulose-based medium containing cytokines and 6 concentrations of ACY-957 for 14 days as described in the Materials and Methods. Colonies were quantified and IC_50_ values plotted. ACY-957 inhibited colony growth at a mean IC_50_ value of 2.6 μM. Bars represent mean ± SD, n = 7. For all panels, statistical analysis was performed by two-tailed Student’s t-test. * indicates P < 0.05 when comparing compound-treated group to DMSO control.

We next explored additional anti-leukemic mechanisms of ACY-957 and ACY-1035 using AML cell lines MV-4-11 and HL-60. Both ACY-957 and ACY-1035 led to a dose-dependent induction of differentiation in AML cells 72-hour post-treatment as evidenced by increased surface expression of CD11b (Fig 2C). Both agents also caused a dose-dependent reduction of cells in S phase, consistent with suppression of proliferation (Fig 2D). Furthermore, cells treated for 96 hours exhibited increased staining for annexin V, indicating an induction of cell apoptosis by ACY-957 or ACY-1035 (Fig 2E). Taken together, these data demonstrate that HDAC1/2 inhibition is sufficient to induce differentiation, cell cycle arrest and apoptosis in AML cell lines.

Next, the effects of HDAC1/2 inhibition on primary bone marrow samples from AML patients were assessed in two- and three-dimensional (2D and 3D) *ex vivo* assays. Fresh bone marrow samples from 38 AML patients were treated with increasing doses of ACY-957 in the presence of a cytokine cocktail to stimulate blast proliferation in 2D culture. After 96 hours, live versus apoptotic leukemic cells were detected by annexin V using flow cytometry. ACY-957 inhibited proliferation of leukemic cells from AML patients with a mean IC_50_ value of 1.1 μM (Fig 2F and S4 Fig). Moreover, frozen bone marrow samples from seven AML patients were treated with increasing doses of ACY-957 in methylcellulose-based media containing cytokine formulations to support growth of blast progenitors in the 3D assay. After 14 days in culture, colony numbers were quantified and IC_50_ calculated. ACY-957 inhibited colony growth by AML blasts with a mean IC_50_ value of 2.5 μM (Fig 2G and S4 Fig). These data demonstrate ACY-957 inhibited the growth of primary AML blasts derived from patients.

### HDAC1/2 inhibitors synergize with azacitidine to inhibit transformed phenotypes of AML cell lines and primary AML blasts

Gene silencing often involves modification of histone tails and methylation of cytosines in the gene promoter region [62, 63]. HDAC inhibitors can synergize with demethylating agents to relieve transcriptional repression of tumor suppressor genes in cancer [64]. Therefore, the effect of HDAC1/2 inhibitors plus azacitidine, a demethylating agent approved for AML, was assessed on AML cells. The combinatorial effect of azacitidine with ACY-957 or ACY-1035 was first evaluated in viability assays with the two drugs dosed at a constant ratio in MV-4-11 and MOLM-13 cells. A synergistic interaction between azacitidine and ACY-957 or ACY-1035 was observed with average combination index (CI) values below 1 (Fig 3A and 3B). Azacitidine was previously shown to induce differentiation, cell cycle arrest and apoptosis in AML cells [7], similar to our findings with single agent treatment of HDAC1/2 inhibitors shown above. Therefore, the combinatorial effect of azacitidine plus HDAC1/2 inhibitors on differentiation, cell cycle distribution, and apoptosis was evaluated in MV-4-11 and HL-60 cells. Azacitidine in combination with either ACY-957 or ACY-1035 significantly increased the percentage of CD11b positive cells, reduced S phase cells, and increased induction of apoptosis, compared to single agent treatments (Fig 3C–3E).

**Fig 3:**
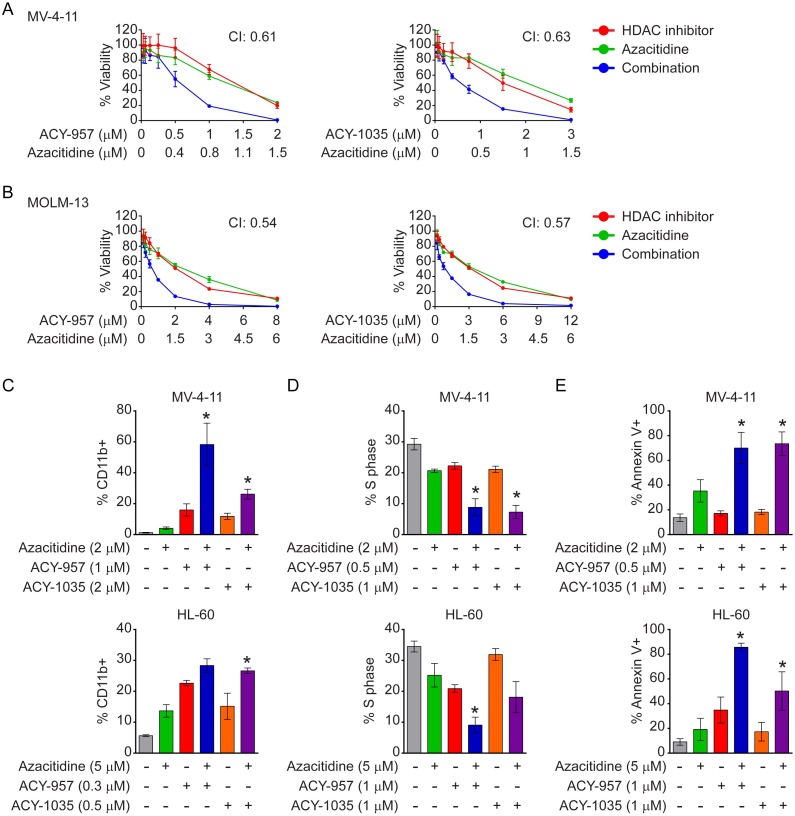
HDAC1/2 inhibition synergizes with azacitidine to inhibit transformed phenotypes of AML cell lines. (A–B) MV-4-11 and MOLM-13 cells were treated with 7 doses of ACY-957 plus azacitidine (*left panels*) or 7 doses of ACY-1035 plus azacitidine (*right panels*) with the ratio of the drug doses staying at approximately IC_50_: IC_50_ as described in the Materials and Methods. Viability was measured and CI values calculated and reported as the average of 3 independent experiments. (C) MV-4-11 (*upper panel*) and HL-60 (*lower panel*) cells were treated with azacitidine, ACY-957 or ACY-1035 either as single agents or in combinations at the indicated doses for 72 hours. Surface levels of CD11b were analyzed as in Fig 2C. Combination treatment of ACY-957 plus azacitidine or ACY-1035 plus azacitidine further increased percentage of CD11b positive cells compared to each single agent. Mean ± SD, n = 3 independent experiments. (D) Cells were treated as in ‘C’ and percentage of S phase cells analyzed and plotted as in Fig 2D. Combination treatment further reduced the percentage of S phase cells compared to single agent treatments. Mean ± SD, n = 3 independent experiments. (E) Cells were treated as above for 96 hours and annexin V positive cells quantified as in Fig 2E. Combination treatment further increased apoptotic cells compared to single agent treatments. Mean ± SD, n = 3 independent experiments. For all panels, statistical analysis was performed by two-tailed Student’s t-test. * indicates P < 0.05 for all 3 comparisons: combination treatment versus DMSO; combination treatment versus azacitidine alone; combination treatment versus HDAC1/2 inhibitor alone.

We next examined the combination of ACY-957 with azacitidine on primary leukemic blasts derived from AML patients in 2D proliferation and 3D colony formation assays. In the 2D proliferation assay, fresh bone marrow samples (n = 30) were subjected to single agent and combination treatment for 96 hours and viable leukemic cells were quantified by flow cytometry as described in Fig 2F. Specifically, eight doses were tested for each single agent. In the combination treatment, 3 doses of azacitidine, 0.9 μM, 1.8 μM and 2.8 μM and 3 doses of ACY-957, 0.5 μM, 1.0 μM and 1.5 μM were tested for each sample and 8 CI values generated (Fig 4A). The median of these 8 values was plotted for each individual sample tested (Fig 4B). Twenty-two out of thirty samples (73.3%) had median CI values below 1, indicating a synergism of this combination on the majority of primary AML patient samples. In the 3D colony formation assay, 5 frozen patient bone marrow samples were subjected to single agent and combination treatment at the indicated doses for 14 days (Fig 4C). Significantly decreased colony growth was observed after combination treatment versus single agent therapy in 4 out of 5 samples tested (80%; Fig 4C). Together, these data indicate ACY-957 synergizes with azacitidine in inhibiting proliferation of primary AML blasts from patients.

**Fig 4:**
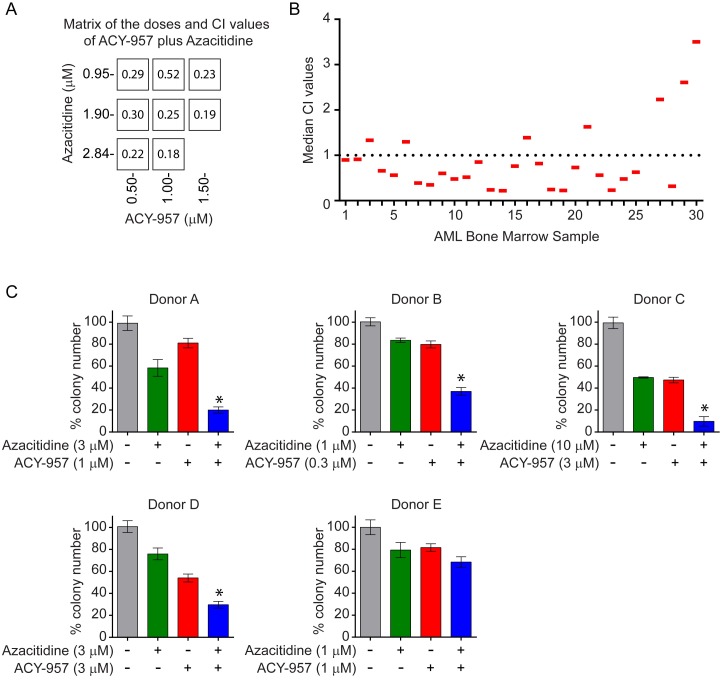
ACY-957 enhances the anti-leukemic activity of azacitidine in primary AML blasts *ex vivo*. (A) Fresh bone marrow samples from AML patients (n = 30) were treated with 3 doses of ACY-957 plus 3 doses of azacitidine. Single agent treatment at 8 doses per drug was performed as well. CI values for 8 combinations were calculated and shown in the squares. The matrix shows one representative bone marrow sample. (B) The median of the 8 CI values was calculated for each sample and plotted. Twenty-two out of 30 samples had a CI value below 1, indicating synergism in majority of the samples tested. (C) Frozen bone marrow samples from AML patients (n = 5) were treated with the indicated doses of ACY-957, azacitidine, ACY-957 plus azacitidine or DMSO and cultured in methylcellulose-based medium for 14 days as in Fig 2G. Colony numbers were quantified and percentage of colonies in DMSO control was plotted. Combination treatment with ACY-957 plus azacitidine significantly reduced colony growth compared to each single agent in 4 out of 5 samples tested. Mean ± SD, n = 3. For all panels, statistical analysis was performed by two-tailed Student’s t-test. * indicates P < 0.05 for all 3 comparisons: combination treatment versus DMSO; combination treatment versus azacitidine alone; combination treatment versus ACY-957 alone.

### ACY-957 synergizes with azacitidine to induce anti-leukemic activity in MOLM-13 AML xenograft model

To examine the *in vivo* efficacy of ACY-957 in combination with azacitidine, the effect of single agent and combination treatment on survival of the MOLM-13 xenograft model was assessed at the indicated dosing schedules (Fig 5A). Tumors were monitored twice weekly. TTE for each mouse was determined and survival curves plotted as described in the Materials and Methods (S2 Table). The median survival was 14 days in the vehicle control; 17 days in the azacitidine alone group; 17.6 days in the ACY-957 alone group; and 33.7 days in the combination treated group (Fig 5A). At the indicated dosing schedules, combination treatment significantly increased survival in this model over azacitidine alone (*P* < 0.0001) as well as ACY-957 alone (*P* = 0.005). Importantly, this combination treatment was well tolerated in mice and adding ACY-957 to azacitidine did not significantly impact body weight in these animals (Fig 5B). Therefore, ACY-957 synergized with azacitidine to inhibit leukemia tumor growth *in vivo*.

**Fig 5:**
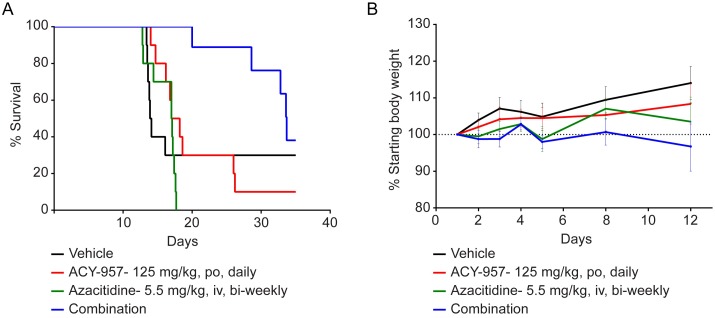
ACY-957 enhances the anti-leukemic activity of azacitidine in MOLM-13 xenograft model. (A-B) Female Crl:NU(NCr)-*Foxn1*^*nu*^ mice implanted with MOLM-13 cells (n = 10/group) were treated with vehicle, ACY-957 (125 mg/kg, po, daily), azacitidine (5.5 mg/kg, iv, bi-weekly), or the combination of ACY-957 plus azacitidine for 28 days. (A) Tumor volume was monitored and TTE for each mouse was calculated and plotted as described in the Materials and Methods. Combination treatment of ACY-957 with azacitidine significantly increased the survival of MOLM-13 model over azacitidine alone (*P* < 0.0001) as well as ACY-957 alone (*P* = 0.005). (B) Body weight was measured on the indicated days and percentage of body weight plotted. Mean ± SD, n = 10. Statistical analysis was performed by Log-rank (Mantel-Cox) test.

### HDAC1/2 inhibition and azacitidine synergize to drive expression of GATA2 and other AML tumor suppressors

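The data behind the expression results are 4 Affymetrix PrimeView arrays, 1 per condition, of RNA from MV-4-11 cells, a human acute myeloid leukemia line that carries an MLL fusion. Cells received vehicle DMSO, 1 μM azacitidine, an inhibitor of DNA methylation, 1 μM ACY-1035, a selective inhibitor of HDAC1 and HDAC2, or both agents at 1 μM each, for 48 hours. S1 Table heads the same doses in mM, and the paper's unit is used here. The authors processed the scans by RMA, which subtracts background, equalizes the distributions of the arrays and gives 1 log2 signal per Affymetrix qualifier (probe set). A difference between 2 arrays is therefore a log2 fold change, which RMA tends to understate for dim qualifiers. With 1 array per condition no difference has a replicate check, and no p-value is given. A gene was counted as higher or lower when any qualifier with a single gene symbol differed from vehicle by at least 2-fold, with no filter on dim signals. Where 1 value per gene was needed, the qualifier with the highest mean signal was taken, except where another is named. Gene lists were fixed before the deposited data were examined, but after S1 Table, which holds values of the same arrays, had been seen. The median of each list was ranked among the medians of 10000 random lists matched on mean signal, as a description of these arrays. The names of the single-agent arrays are in conflict. All 1055 qualifiers listed in S1 Table match the deposited values (within 0.0001 on the log2 scale), but the values that S1 Table gives under azacitidine are those of the array labelled ACY-1035 in the deposit, and the values under ACY-1035 are those of the array labelled azacitidine. The vehicle and combination arrays carry the same name in both. Beside the paper's statements the arrays are named as in S1 Table, and the deposit's label is given with them.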

To explore the molecular mechanisms underlying the combinatorial effects of HDAC1/2 inhibition and azacitidine, RNA transcriptome analysis was performed on MV-4-11 cells treated with vehicle DMSO, azacitidine, ACY-1035 or the combination for 48 hours. Data was analyzed and processed as described in the Materials and Methods and ~ 50,000 probes corresponding to ~ 20,000 genes were analyzed (Fig 6A). 

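The deposited table held 49395 qualifiers on each of the 4 arrays. Of these, 44994 had a single gene symbol in the array annotation, 1832 had several symbols and 2569 had none, including 102 control qualifiers. The single symbols named 18132 genes, of which 11735 were measured by more than 1 qualifier. Transcripts of the drug targets were abundant on the vehicle array. The brightest qualifier read 10.84 on the log2 scale for HDAC1 and 10.63 for HDAC2, and 8.29 for HDAC3. With the combination these readings were 11.15, 10.33 and 8.34. The median signal was 5.03 with vehicle, 5.03 on the array S1 Table gives as azacitidine (labelled ACY-1035), 5.02 on the array it gives as ACY-1035 (labelled azacitidine) and 5.13 with the combination. Signals were spread less on the combination array, with an SD over qualifiers of 2.40, against 2.51 with vehicle. Background control qualifiers with at least 20 G or C bases read a median of 0.84 log2 units higher with the combination than with vehicle, and those with at most 14 read 0.11 higher. A control qualifier for 28S ribosomal RNA read 2.20 log2 units higher with the combination than with vehicle. Poly-A spike-in controls read a median of 0.44 to 0.58 log2 units lower on the vehicle array than on each of the other 3. The number of arrays limits the precision of all values.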

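On the array that S1 Table gives as azacitidine (labelled ACY-1035 in the deposit), 58 genes were at least 2-fold higher and 11 at least 2-fold lower than with vehicle. TKTL1, a transketolase-like gene often silenced by DNA methylation, had the largest difference, with a log2 signal of 3.72 with vehicle and 8.69 on this array. MAGEA4 and MAGEB2, cancer-testis antigen genes, were 2.50 and 1.27 log2 units higher. They and TKTL1 were the 3 of 25 measured cancer-testis and germline genes past 2-fold, and the median of that list was 0.02. CCL2, which encodes a monocyte chemokine, was 2.93 higher, and AKR1C1 and AKR1C2, which encode aldo-keto reductases, were 2.28 and 2.11 higher. CYP1A1, a target of the aryl hydrocarbon receptor, was 1.76 higher. The lowest reading relative to vehicle was that of ABCA1, a cholesterol exporter, at -1.65, followed by GRIP1 at -1.32 and AFF3 at -1.08. Genes of DNA replication were slightly higher as a group, with 31 of 36 above vehicle and a median of 0.18, above the medians of all 10000 random lists. Genes of mitosis had a median of 0.15, with 31 of 33 above vehicle. Targets of p53 had a median of 0.21, with PLK2 at 1.14 and CDKN1A, the p21 gene, at 0.98. On the same array a control for 28S ribosomal RNA read 1.56 log2 units above vehicle and another 1.13, and those for the 5 prime and 3 prime parts of 18S ribosomal RNA read 0.27 and 0.46 above it. Simulated unchanged arrays gave at most 7 genes past 2-fold in each direction. If the deposit's labels are used instead, these values belong to ACY-1035.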

Azacitidine alone had only minor effects on gene expression, with 62 genes being up-regulated and 12 genes down-regulated greater than 2-fold relative to vehicle control. ACY-1035 treatment resulted in 386 up-regulated and 72 down-regulated genes using the same criteria. 

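ACY-1035 is the name S1 Table gives to the array labelled azacitidine in the deposit. On it 364 genes were at least 2-fold higher and 68 at least 2-fold lower than with vehicle. ITGAM, which encodes the myeloid integrin CD11b, had the largest difference at 4.15 log2 units, from a signal of 3.67 to 7.82. CHI3L1, a glycoprotein secreted by macrophages, was 3.76 higher, LY96, a partner of the receptor TLR4, was 3.56 higher, and CX3CR1, a chemokine receptor of monocytes, was 3.37 higher. Of 30 measured genes of monocyte and macrophage differentiation, 9 were at least 2-fold higher and none at least 2-fold lower, with MNDA at 3.03 and CD86, a costimulatory ligand, at 2.98, and 24 of the 30 were above vehicle. The median of this list was 0.27, above the medians of all 10000 random lists. CTSG and ELANE, which encode proteases of immature granulocytes, were at -2.41 and -1.39, the 2 of 24 granulocyte genes past 2-fold, while 14 of the 24 were above vehicle and their median was 0.04. Among 20 antigen presentation genes 6 were at least 2-fold higher, led by the class II genes HLA-DPA1 at 2.28, HLA-DMA at 1.99 and HLA-DRA at 1.89. Among 32 interferon-stimulated genes 5 were at least 2-fold higher, led by PARP9 at 1.49. Genes of DNA replication ran the other way, with 32 of 36 below vehicle and a median of -0.24, and so did genes of mitosis, with 31 of 33 below vehicle and a median of -0.25, although none of either list reached 2-fold. CCNA2, which encodes cyclin A2, was at -0.63. A list of 16 measured histone genes, named for linker and replication-independent genes but also holding others of the histone clusters, had a median of -0.21. Of these 14 were lower and 1 was at least 2-fold higher. Under the deposit's labels these values would be those of azacitidine.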

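With the combination, 548 genes were at least 2-fold higher and 500 at least 2-fold lower than with vehicle. The largest differences were those of TKTL1 at 5.48 log2 units, CYP1A1 at 4.71, CCL2 at 4.41 and AKR1C2 at 4.21. PRAME, a tumor antigen gene, was 3.58 higher. Of the 20 antigen presentation genes 7 were at least 2-fold higher, with HLA-DPA1 at 3.16 and HLA-DRA at 2.58, and the median of 0.59 lay above the medians of all 10000 random lists. Interferon-stimulated genes had a median of 0.54, with 8 of 32 at least 2-fold higher, among them IFI6 at 1.80 and SAMD9L at 1.56. Monocyte and macrophage genes had a median of 0.34, with 9 of 30 at least 2-fold higher and ITGAM at 3.69. Cytokine and chemokine genes had a median of 0.43, with CXCL8 at 2.55 and CCL5 at 1.86. Matched random lists had medians of 0.12, 0.07 and 0.11 for the interferon, monocyte and cytokine lists, and -0.07 for antigen presentation. On the lower side stood GRIP1 at -3.29, IGFBP7, which encodes an insulin-like growth factor binding protein, at -2.70, and CTSG at -2.65. Genes of the MLL fusion and leukemic stem cell program had a median of -0.43, at percentile 0.01 of the random lists, whose own median was -0.07, with ZEB2, a transcriptional repressor, at -1.30 and BCL2, an inhibitor of apoptosis, at -0.73. Replication and mitosis genes both had a median of -0.19, inside the middle 95% of their random lists. The combination array differed from vehicle with signal level, since the median over genes was 0.23 among genes with a mean signal of 4.77 to 5.71 and -0.16 among those of 8.43 to 9.52. Lowess correction reduced these to 0.16 and 0.02 and gave medians of 0.68 for antigen presentation, 0.43 for interferon-stimulated, 0.28 for monocyte and macrophage and 0.40 for cytokine and chemokine genes, -0.28 for the MLL program at percentile 0.06, and -0.055 and -0.010 for replication and mitosis genes. Taking each gene by its brightest qualifier left 413 genes higher and 198 lower, and centring the comparison on its median turned the share of higher genes from 52.3% to 47.3%. Against the array labelled azacitidine instead of vehicle, the monocyte list had a median of -0.08 with the combination, at percentile 4.47. There 19 of its 30 genes were lower, with ITGAM at -0.46. In that comparison the interferon list had a median of 0.17, at percentile 83.55. Antigen presentation and cytokine lists had 0.30 and 0.28, at percentiles 100 and 99.56.

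**Figure D1:**
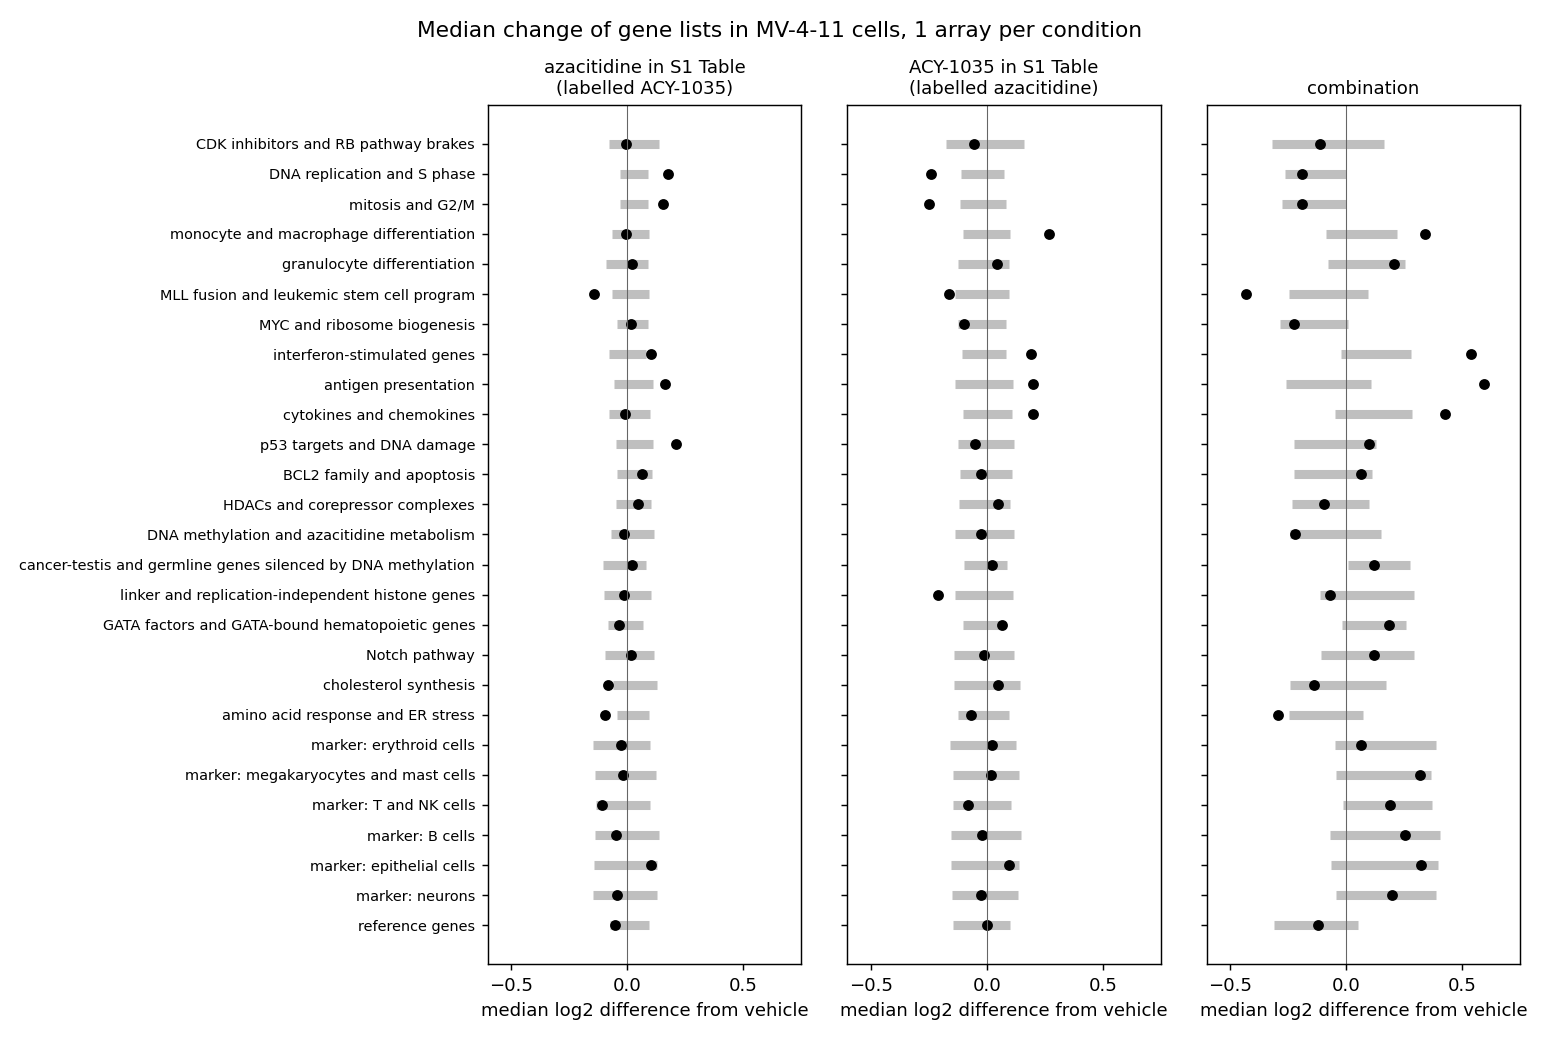
Median log2 difference from vehicle of 27 gene lists on the 3 treated arrays, 1 array each. Points are list medians and grey bars span percentiles 2.5 to 97.5 of 10000 random lists matched on mean signal. Antigen presentation reaches 0.59 and the MLL program -0.43 with the combination, and most bars are not centred on 0 there because the array shifts with signal level.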

Compared to either single agent, greater numbers of genes were differentially regulated upon combination treatment with 581 up-regulated genes and 539 down-regulated genes. 

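Of the 1048 genes past 2-fold with the combination, 704 (67.2%) passed 2-fold on neither single-agent array, 259 of them higher and 445 lower than vehicle. By the brightest qualifier of each gene 176 were higher and 166 lower, and by the mean of its qualifiers 106 and 96. The higher ones of the full set had a median log2 signal of 4.27 with vehicle and 5.43 with the combination, and 96 of them stayed below 5 on both arrays. The lower ones went from a median of 7.21 to 5.99. A reading within 1.2-fold of vehicle with each single agent was found for 65 of the higher and 68 of the lower genes. By the qualifier of each gene with the largest difference, the median sum of the log2 differences with the single agents was 0.71 for the higher genes, against 1.15 with the combination, and -0.66 for the lower genes, against -1.15. The sum itself reached 2-fold for 77 of the higher and 63 of the lower genes. These genes were chosen for passing 2-fold with the combination and on neither single-agent array, which by itself favors readings beyond the sum. All comparisons share the vehicle array, whose error alone moves such sums. The sum does not depend on which single-agent array carries which name. Among genes whose brightest qualifier itself passed 2-fold with the combination, whatever the single agents gave, 136 higher genes lay more than 0.26 log2 units beyond the sum, 138 lay within that distance and 139 fell short by more. Among lower genes 141 lay beyond the sum, 50 within that distance and 7 short. Choosing genes by the combination reading favors the counts beyond the sum here too. These counts were not corrected for the shift of the combination array with signal level. At a mean signal of 4.77 to 5.71 the median over genes was 0.23 with the combination, against -0.01 and -0.02 with single agents. At 8.43 to 9.52 it was -0.16, against -0.02 and 0.04. The shift alone thus favors readings beyond the sum for dim higher and bright lower genes. FLI1, a transcription factor of blood cells, read -0.34 and -0.37 with the single agents and -1.25 with the combination. All 4 arrays enter each such contrast, and simulated unchanged arrays gave at most 10 genes past 2-fold with the combination only, or 445 with error sized from the whole spread of the combination array, which also holds its effects. From the number of genes changed in the combination group alone, the paper proposes a synergistic effect on gene expression.

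**Figure D2:**
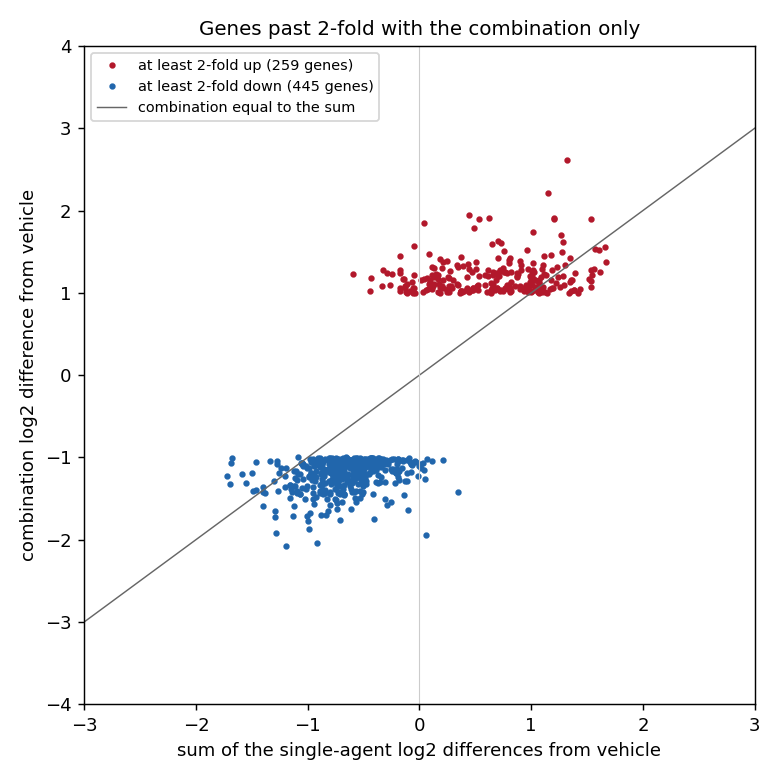
Log2 difference from vehicle with the combination against the sum of the log2 differences with the single agents, for the 259 higher and 445 lower genes past 2-fold with the combination only. Each point is the qualifier of a gene with the largest difference, and the line marks a combination equal to the sum. The median sums are 0.71 and -0.66, and the medians with the combination are 1.15 and -1.15. Choosing genes past 2-fold with the combination only favors points beyond the line.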

The majority of these genes (752 of 1120 genes) were exclusively changed in the combination group, suggesting a synergistic effect on gene expression by the combination of ACY-1035 with azacitidine. It is conceivable that the differentially regulated genes include genes directly regulated by the treatment through epigenetic modifications at their promoter regions and genes indirectly regulated through additional factors.

**Fig 6:**
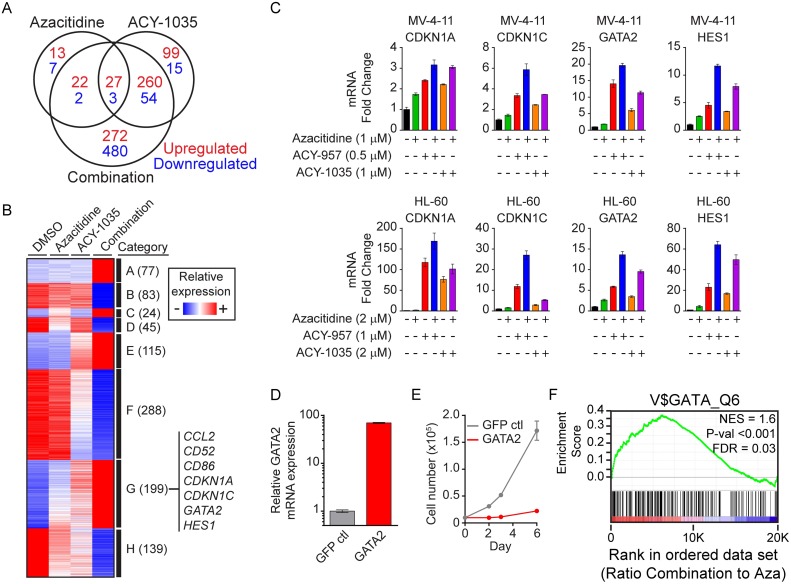
Gene expression profiling identifies differentially regulated genes. (A–B) MV-4-11 cells were treated with vehicle DMSO, azacitidine at 1 μM, ACY-1035 at 1 μM and the combination for 48 hours. Total RNA was prepared and analyzed by Affymetrix GeneChip PrimeView^™^ Human Gene Expression Array. (A) Genes that are up-regulated (red) or down-regulated (blue) by single or combo treatment relative to vehicle. (B) Genes exhibiting additive or synergistic response in the combination treatment relative to each single agent treatment were clustered into 8 categories and represented in a heatmap: A, genes unaffected by single agent treatments and up-regulated in the combination; B, genes unaffected by single agent treatments and down-regulated in the combination; C, genes up-regulated by azacitidine, unaffected by ACY-1035 and up-regulated in the combination more than azacitidine alone; D, genes down-regulated by azacitidine, unaffected by ACY-1035 and down-regulated by the combination more than azacitidine alone; E, genes unaffected by azacitidine, up-regulated by ACY-1035 and up-regulated by the combination more than ACY-1035 alone; F, genes unaffected by azacitidine, down-regulated by ACY-1035 and down-regulated by the combination more than ACY-1035 alone; G, genes up-regulated by azacitidine, up-regulated by ACY-1035 and up-regulated by the combination more than either single agent alone; H, genes down-regulated by azacitidine, down-regulated by ACY-1035 and down-regulated by the combination more than either single agent alone. (C) MV-4-11 and HL-60 cells were treated for 48 hours with the indicated doses of ACY-957, ACY-1035, azacitidine or the combinations. qPCR analysis was performed for the following genes from category G: *CDKN1A*, *CDKN1C*, *GATA2* and *HES1*. *ACTB* was used as the normalizing control. Combinations of ACY-957 plus azacitidine or ACY-1035 plus azacitidine further increased the expression of these genes compared to single agent treatments. Mean ± SD, n = 3. Data shows one representative of 3 independent experiments. (D–E) MV-4-11 cells were transduced with GATA2 or GFP overexpression vectors and stable cell lines derived. (D) Overexpression of GATA2 was confirmed by qPCR. Mean ± SD, n = 3. (E) Stable cells were subjected to proliferation assay in 96-well plates for 6 days. Cell viability was determined at the indicated time points and viable cell numbers plotted. GATA2 overexpressing cells grew much slower than GFP expressing cells. Mean ± SD, n = 3. Data shows one representative of 3 independent experiments. (F) GSEA was performed on the array data using the ‘C3 motif TFT: transcription factor genes’ gene set database. Genes containing *GATA* binding sites within their promoter regions were enriched in the combination of ACY-1035 and azacitidine compared to azacitidine alone. Significant enrichment is illustrated by the positive running enrichment score (ES) marked by the green line, normalized enrichment score (NES) = 1.6, and false discovery rate (FDR) = 0.03.

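S1 Table sets 8 categories by linear ratios, with a single agent called without effect between 0.83 and 1.2 of vehicle and the combination required to reach 2-fold. With the S1 Table names of the single-agent arrays, these limits placed 82 qualifiers in category A (higher with the combination only) and 85 in B (lower with the combination only), 29 in C and 51 in D (higher and lower with azacitidine and further so with the combination), 123 in E and 302 in F (the same for ACY-1035), and 230 in G and 163 in H (higher and lower with each agent and further so with the combination). All 1055 qualifiers listed in S1 Table fell in the category where it lists them. Exchanging the names of the single-agent arrays to the deposit's labels exchanges C with E and D with F and leaves A, B, G and H as they are. By at least 1 of their qualifiers, 8 of the 20 antigen presentation genes were in category G, and by their brightest qualifiers 4 were. Among the 8 were HLA-DRA and HLA-DPA1, which encode chains of the class II molecules that present peptides to helper T cells. These 2 had category G qualifiers ending in _s_at, and HLA-DPB1, HLA-DRB1 and HLA-DQA1 had ones ending in _x_at. Such qualifiers can bind other transcripts, so these genes may not be separate measurements. The lower categories held 2 cell cycle brakes, CDKN1B, the p27 gene, at -1.11 log2 units with the combination and RB1, the retinoblastoma gene, at -1.07, as well as 3 of 18 genes of cholesterol synthesis, with HMGCS1, which encodes its HMG-CoA synthase, at -1.34, and 1 of these 3 by its brightest qualifier. Of the fixed lists, none of the 33 genes of mitosis and 2 of the 36 of DNA replication were in the lower categories. Simulated unchanged arrays placed at most 5 qualifiers in any category, but with error sized from the whole spread of the combination array, effects included, up to 100 in A, 101 in B, 49 in C, 53 in D, 59 in E, 58 in F, 74 in G and 75 in H, with the single agents named as labelled.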

Next, differentially regulated genes were clustered into 8 categories based on their relative response to each treatment (Fig 6B and S1 Table). 

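Category G held 230 qualifiers of 162 genes, and the same genes enter it under either naming of the single-agent arrays. In what follows azacitidine and ACY-1035 are the S1 Table names, and the deposit exchanges them. CCL2 was 7.61-fold vehicle with azacitidine, 8.06-fold with ACY-1035 and 21.2-fold with the combination. CD52, which encodes a leukocyte surface glycoprotein, was 1.38-fold, 3.75-fold and 5.88-fold by its brighter qualifier. CDKN1A, the gene of the CDK inhibitor p21, was 1.98-fold, 1.90-fold and 3.14-fold by its brighter qualifier, and its other qualifier was also in category G. CDKN1C, the gene of the CDK inhibitor p57, was 1.68-fold, 2.08-fold and 2.66-fold by its brightest qualifier, the only 1 of its 3 in category G. GATA2, a transcription factor of blood stem cells, had 1 of 6 qualifiers in category G, which was 1.51-fold, 3.78-fold and 5.51-fold. Its brightest qualifier was 2.06-fold, 5.38-fold and 5.79-fold, short of the further increase over ACY-1035 that the category asks for. HES1, a repressor downstream of Notch, had 1 of 5 qualifiers in category G, with a log2 signal of 2.84 with vehicle and 4.33 with the combination, and its brightest qualifier was 1.12-fold vehicle with the combination. CD86 had 1 of 5 qualifiers in it, and its brightest qualifier read 7.90-fold with ACY-1035 and 7.60-fold with the combination. By brightest qualifiers, the product of the single-agent folds, their sum in log2 units, was 61.4 for CCL2, 11.1 for GATA2 and 10.1 for CD86. For CDKN1A it was 3.76 and for CDKN1C 3.49. The combination stayed below the product for each of these genes. It lay above the product for CD52 (5.17) and HES1 (0.82). For CD52 the excess was 0.19 log2 units, within the array error of 0.25 for a difference. The other CD52 qualifier went the opposite way, at 11.7-fold against a product of 24.0. The HES1 qualifier was dim, at 4.23 with vehicle and 4.40 with the combination. At a mean signal of 4.00 to 4.77 the median over all genes was 0.21 with the combination. Of the 230 qualifiers 47 stayed below a log2 signal of 5 on all 4 arrays. Leaving out qualifiers that end in _s_at or _x_at, which can bind other transcripts, left 140.

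**Figure D3:**
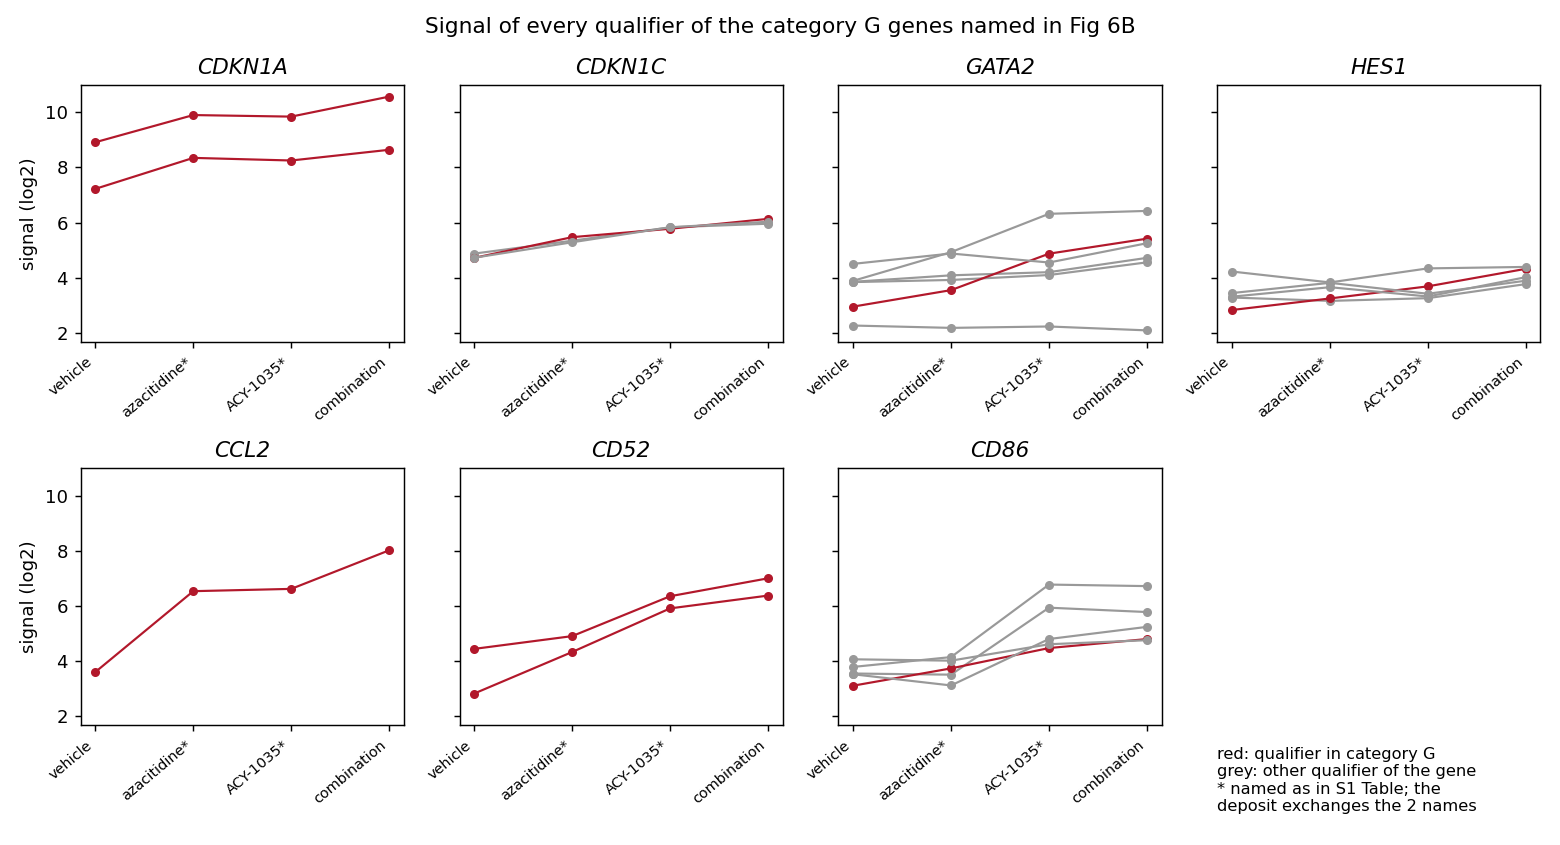
Log2 signal of every qualifier of 7 genes on the 4 arrays, 1 array per condition, with the single-agent arrays named as in S1 Table. Red lines are qualifiers in category G and grey lines are the other qualifiers of the same gene. CDKN1A lies highest, from 8.91 with vehicle to 10.57 with the combination, and HES1 reaches at most 4.40.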

Based on the anti-leukemic activities observed with single agent and combination treatment shown above and the fact that HDAC inhibitors and azacitidine can induce re-expression of certain tumor suppressor genes silenced through epigenetic mechanisms in cancer [62, 65–70], we focused on category G, which includes genes up-regulated by each single agent and further up-regulated by the combination, for further validation. Four genes were selected for validation by qPCR in MV-4-11 and HL-60 lines treated with azacitidine, ACY-957, ACY-1035, ACY-957 plus azacitidine or ACY-1035 plus azacitidine (Fig 6C). *CDKN1A*, a well-known tumor suppressor gene and target of HDAC inhibitors as well as azacitidine, was up-regulated by single agent treatments and further up-regulated by the combinations. Similar observations were made with *CDKN1C*, an established cell cycle regulator with tumor suppressor function, and the transcription factors *GATA2* and *HES1* (Fig 6C).

A recent study demonstrated that the *Gata2* locus is silenced via DNA methylation in AML progenitor cells and the re-expression of Gata2 resulted in significant inhibition of leukemogenesis *in vivo* in an AML mouse model [71]. Consistent with this prior finding, overexpression of GATA2 in MV-4-11 cells led to significant growth inhibition (Fig 6D and 6E). 

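GATA2 itself was 1.49 log2 units higher with the combination than on the array S1 Table gives as azacitidine (labelled ACY-1035 in the deposit), by its brightest qualifier. NFE2, a transcription factor of platelet and red cell precursors, was 0.97 higher and ITGA2B, the platelet integrin CD41, was 0.72 higher. FLI1, another transcription factor of blood cells, was at -0.88. These genes belong to a list of GATA factors and GATA-bound hematopoietic genes. It was fixed before the deposited data were examined, but after S1 Table had been seen. It is another list than the promoter motif set used in the paper, which was not analysed here. Of its 35 measured genes 23 were higher and 12 lower in this comparison, and GATA2 alone reached 2-fold. The median was 0.17, at percentile 76.6 of random lists matched on mean signal. Against the other single-agent array (labelled azacitidine) the median was 0.09, at percentile 46.8, and GATA2 differed by 0.11. Lowess correction moved these medians to 0.13 and -0.024. On these arrays 15 of the 35 reached a log2 signal of 5 in this comparison, and the combination array read dim genes higher as a whole, which the matched lists take into account.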

Interestingly, gene set enrichment analysis (GSEA) showed that genes containing *GATA* binding sites within their promoter regions were significantly enriched by the combination of ACY-1035 and azacitidine compared to azacitidine alone, suggesting GATA2 may play a role in mediating the combinatorial effect of HDAC1/2 inhibition and azacitidine (Fig 6F). Together, gene expression profiling identified critical genes involved in the anti-leukemic activities of this drug combination.

## Discussion

Dissection of individual HDACs indicated that specific HDACs control unique cellular functions, providing the rationale for developing isozyme-specific inhibitors to achieve better safety profiles [72–74]. Importantly, it has been reported that HDAC1 and HDAC2 play essential and redundant roles in leukemia cell survival and proliferation, establishing the plausibility that HDAC inhibitors selective for these two isozymes might retain anti-leukemic activity while obviating toxicity associated with inhibition of other HDACs, such as HDAC3 [22, 23, 47, 48, 75]. In fact, HDAC3 plays an essential role in maintaining chromatin structure and genome stability [76, 77]. Mouse knockout studies have also shown that HDAC3 is necessary for maintenance of several metabolic functions in both cardiac and hepatic tissues [78, 79]. In this study we demonstrated that HDAC1/2-selective inhibitors, namely ACY-957 and ACY-1035 of the biaryl aminobenzamide class, inhibited the viability of AML cells, increased their expression of the differentiation marker CD11b, and induced cell cycle arrest and apoptosis, both as single agents and in combination with azacitidine. Analysis of patient bone marrow samples demonstrated that a large majority of these primary AML samples were highly sensitive to the combination of ACY-957 with azacitidine, and ACY-957 significantly prolonged the survival and enhanced the anti-tumor activity of azacitidine in an AML xenograft model without adding additional toxicities. Together, these results demonstrate that selective pharmacological inhibition of HDAC1/2 is sufficient to mediate synergistic anti-cancer activity in combination with azacitidine in preclinical models of AML. These findings have laid a foundation for further investigations to characterize the pharmacology and therapeutic index of this combination in efficacy and toxicology studies. Furthermore, additional studies to explore the combination of HDAC1/2 inhibitors with a range of existing and emerging AML therapies are warranted.

DNA methylation and histone acetylation are well-characterized epigenetic mechanisms which can result in repression of tumor suppressor genes and cell transformation [80] [62, 68, 69]. In fact, reduction of DNA methylation by azacitidine and induction of histone acetylation by HDAC inhibitors, both of which lead to reactivation of tumor suppressor genes, are believed to contribute significantly to their therapeutic effects. Gene expression profiling in this study identified critical AML tumor suppressor genes which may play important roles in mediating the combinatorial effects of HDAC1/2 inhibition with azacitidine. Specifically, gene expression profiling showed that 199 genes were further up-regulated by combination treatment over either single agent, among which several tumor suppressor genes were identified. CDKN1A (p21) and CDKN1C (p57) are cyclin-dependent kinase inhibitors of several G1 cyclin complexes [81–83]. Overexpression of CDKN1A or CDKN1C can arrest cells at G1 phase [82, 83]. Therefore, these genes may play important roles in mediating the suppressive effects of the combination treatment on cell cycle progression. HES1 and GATA2 are transcription factors that may play important roles in driving the broad changes in gene expression resulting from combination treatment. Elevated endogenous levels of HES1 have been associated with longer relapse-free survival and increased overall survival in AML patients [84], and overexpression of HES1 in AML cell lines suppressed their growth and increased the expression of CDKN1A [85, 86]. GATA2 is known to be dysregulated through genetic mutations or epigenetic silencing in subsets of AML and myelodysplastic syndrome [71, 87–92]. GATA2 was shown to be hypermethylated in *TET2;Flt3*^ITD^ AML progenitor cells and ectopic expression of GATA2 significantly reduced the tumorigenicity of these cells [71]. Moreover, GATA2 has been shown to be a direct target of ACY-957 in hematopoietic progenitor cells [52]. In agreement with these results, we also found that GATA2 expression was induced in AML cells by HDAC1/2 inhibitors or azacitidine and this induction was further enhanced by combination treatments. Furthermore, ectopic expression of GATA2 reduced the proliferation of MV-4-11 cells, suggesting GATA2 might play a role in mediating the anti-leukemic activity of the combination of HDAC1/2 inhibition with azacitidine. In addition, our analysis identified additional 7 categories of genes which exhibited additive or synergistic changes in the combination treatment relative to single agent treatments (Fig 6B). It is possible that some of these genes can contribute to the anti-leukemic activities of this combination as well.

Together, our findings demonstrate that selective HDAC1/2 inhibitors are efficacious both as single agents and in combination with azacitidine in inhibiting proliferation of AML cell lines and primary AML blasts from patients. Importantly, HDAC1/2 inhibitor ACY-957 significantly enhances the anti-leukemic activity of azacitidine in the MOLM13 xenograft model of AML. Further preclinical studies are warranted to characterize the therapeutic application of HDAC1/2 inhibitors in AML in multiple combination settings.

## Supporting Information

S1 Fig ACY-1035 did not inhibit HDAC4 through 9 at the maximum concentration tested of 20 μM.

S2 Fig HDAC1/2 inhibition increases histone acetylation.

S3 Fig HDAC1/2 inhibition reduces viability of AML cells *in vitro*.

S4 Fig ACY-957 inhibits proliferation of primary leukemic blasts from AML patients.

S1 Table Gene expression profiling analysis.

S2 Table TTE for individual mouse.

How the deposited data were processed for this re-analysis (not part of the article)

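RNA of MV-4-11 cells was measured on 4 Affymetrix PrimeView arrays, 1 for each of vehicle, 1 μM azacitidine, 1 μM ACY-1035 and the combination, after 48 hours. The authors processed the scans with RMA, whose version is not given in the sources used here, and deposited 1 table of log2 signals for 49395 qualifiers. RMA corrects background, equalizes the distributions of the arrays and summarizes the probes of a qualifier. This makes the arrays comparable, removes any overall difference in RNA amount between them and compresses differences among dim signals. The deposited table carries no detection calls.

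From the deposited log2 values, differences between arrays were taken per qualifier with no further scaling. Genes were named from the platform annotation, with symbols updated through gene identifiers to the RefSeq names of assembly GRCh38.p14, in which 44967 of the 44994 qualifiers with 1 symbol were found. No coordinates were used. Qualifiers with several symbols or none were left out of gene counts. A gene was higher or lower if any of its qualifiers passed 2-fold, following the paper's methods. The categories used the limits of S1 Table. For single values per gene, for gene lists and for correlations, the qualifier with the highest mean signal stood for the gene. The signals and sums given for the genes past 2-fold with the combination only, and their plot, use the qualifier with the largest difference. The counts of genes beyond, near or short of the sum use the brightest qualifier, where that qualifier passed 2-fold with the combination. A combination value within 0.26 log2 units of the sum of the single-agent differences was called near the sum.

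With 1 array per condition no test between conditions was run. Array error was described by simulation. In 100 draws, 4 unchanged arrays were made from the mean of each qualifier and a normal error, whose SD in each of 20 bins of mean signal was the robust SD of the array labelled azacitidine minus vehicle, divided by the square root of 2. This error also holds any effect on that array. Because qualifiers of a gene differed more on the combination array, the simulation was repeated after the data were seen with the error of that array taken from its own robust spread against vehicle, which is an upper limit since it holds the effects of treatment. Fixed gene lists (27) were compared with 10000 random lists matched in 20 bins of mean signal. Named genes were the 12 highest and 12 lowest per treated array against vehicle, among genes reaching a log2 signal of 5 on either array and whose other qualifiers reaching 5 all moved the same way, the genes the paper names, and in each list up to 4 members with the largest differences. The values of genes in S1 Table had been seen before this rule and the gene lists were written. Genes named as examples were taken from those that the rule gave. On simulated arrays, all 50 genes given a log2 change of 1.5 in the combination were recovered among 18132, as were all 50 at each of -1.5, 3 and -3, while 4 unchanged genes were called. This check used the error of the array labelled azacitidine and changed every qualifier of a gene, so recovery was nearly certain. The 4 is no measure of false calls on the combination array. Error sized from that array's spread, the upper limit above, gave a mean of 400 unchanged genes past 2-fold.

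The conditions were fixed from the deposit's labels before the data were examined. Matching the values of S1 Table to the arrays afterwards showed that it names the single-agent arrays the other way round. Calculations kept the labels, and results that depend on the names are given under both. Alternatives were a filter on dim qualifiers, centring on the median, lowess correction on mean signal (fraction 0.3), leaving out qualifiers ending in _s_at or _x_at, other rules for the qualifier of a gene, keeping several symbols, a 3-fold threshold and category limits of 1.5 and 0.67. The S1 Table names, and lowess correction together with the filter on dim qualifiers, were added after the data were seen. The xenograft, qPCR and protein data of the paper were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.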

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

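The tests of the sum of the single agents, of the other qualifiers of a gene and of the array names, and the simulation sized from the combination array, were chosen after the results were seen, and the others before.

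Of the genes past 2-fold with the combination only, 259 were higher and 445 lower when any qualifier counted, 176 and 166 by the brightest qualifier and 106 and 96 by the mean of qualifiers. At 3-fold, with any qualifier counting, 62 were higher and 36 lower. The excess of lower genes thus rests on the first rule and on the 2-fold limit. The combination array also shifted with signal level, but after lowess correction, which reduced the shift without removing it, 210 and 433 such genes were counted, 165 and 341 of them in the uncorrected sets, which argues against the trend it removed as the whole cause. Random array error sized from the array labelled azacitidine gave at most 5 higher and 7 lower genes in 100 simulated draws. This size may be too small for the combination array, where qualifiers of a gene differed with an SD of 0.276 against 0.178. That spread may also hold effects of treatment, and no replicate measures the error. Error sized from the whole spread of that array, which also holds its effects, gave up to 242 and 243. For the higher genes this nears the 259 counted, so random error stays open. For the lower genes it stays below the 445 counted, which argues against normal error of that size as the whole cause but not as a part. The other qualifiers of the lower genes (407 of 445 had any) had a median of -0.50, against -0.10 at most in 100 random draws matched on signal. Those of the higher genes (205 of 259 had any) had a median of 0.34, against 0.15 at most. For the genes that had other qualifiers, this argues against error particular to 1 qualifier as the whole cause. It does not argue against error in probes that qualifiers share. A candidate explanation in the biology of the design is that the changes of the agents add up, and the median sum of the single-agent log2 differences was 0.71 for the higher and -0.66 for the lower genes, beyond the 0.23 and -0.18 simulated at most for genes that change in the combination alone. Yet the sum itself reached 2-fold for 77 of 259 higher and 63 of 445 lower genes, while choosing genes at the threshold favors readings beyond the sum, so adding up may account for a part and the rest stays open.

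For the higher genes a further technical explanation stays open. The background control qualifier of 25 G or C bases, which the paper does not discuss, read 1.198 log2 units higher with the combination than with vehicle. A higher non-specific signal of GC-rich probes on the combination array could raise dim genes. All of the qualifiers behind the 259 genes (100%) rose by more signal units than the background control of 17 G or C bases, and 0.772% by more than that of 25, but qualifiers picked for a 2-fold rise from a median log2 signal of 4.27 could hardly give another outcome, so the comparison decides nothing, and probe sequences were not used here.

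The single-agent arrays carry opposite names in the deposit and in S1 Table. In the paper's qPCR of MV-4-11 cells (Fig 6C), ACY-1035 alone gave more CDKN1A, CDKN1C, GATA2 and HES1 than azacitidine alone. With the S1 Table names 3 of these 4 genes rank the same way by their brightest qualifiers, as an exchange in the deposit would give. This does not settle it, and the order by qPCR was read by eye from the figure. CDKN1A, the exception, was nearly tied, at 1.90-fold on the array labelled azacitidine and 1.98-fold on the other. HES1 was dim, at 1.08-fold and 0.76-fold by its brightest qualifier, and its other qualifiers ranked the agents both ways. In the paper's flow cytometry of these cells, at partly other doses and a later time, ACY-1035 alone also gave more CD11b-positive cells than azacitidine alone (Fig 3C), although few at 1 μM (Fig 2C), and each agent alone lowered the share of cells in S phase (Fig 3D), while ITGAM, the CD11b gene, was 17.7-fold vehicle on the array labelled azacitidine and 1.54-fold on the other, and 32 of 36 replication genes were lower on the former and 31 of 36 higher on the latter. An exchange in S1 Table stays open. Of the 25 listed cancer-testis and germline genes, 0 were at least 2-fold higher on the array labelled azacitidine against 3 on the other, too few to decide. PRAME, a tumor antigen gene outside that list, was 2.46 log2 units higher on the former and 1.86 on the latter.

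A control qualifier for 28S ribosomal RNA, which the paper does not discuss, read 2.20 log2 units higher with the combination than with vehicle, 1.56 higher on the array labelled ACY-1035 and 0.43 higher on that labelled azacitidine. In the same order, a second 28S control differed by 1.63, 1.13 and 0.50, a control for the 3 prime part of 18S ribosomal RNA by 0.82, 0.46 and 0.25, and one for its 5 prime part by 0.03, 0.27 and -0.04. The excess of 3 prime over 5 prime signal, which grows with RNA degradation, differed from vehicle by 0.15 for GAPDH and -0.09 for ACTB with the combination, and by 0.13 and 0.10 on the array labelled ACY-1035. TKTL1, which is listed in S1 Table but not discussed in the paper's text, was 4.97 log2 units above vehicle on the array labelled ACY-1035 (azacitidine in S1 Table) and 5.48 with the combination. CHI3L1, also listed but not discussed, was 3.76 above vehicle on the array labelled azacitidine (ACY-1035 in S1 Table).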

How the results depend on the processing

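No paired analysis was possible because each condition has 1 array, and no result comes from a test. The effect of each agent without and with the other, which share no array, was compared by correlation. Values are given under the deposit's labels, and the causes of these shifts were not tested except where the setting itself counts fewer qualifiers or genes. With the brightest qualifier per gene, 43 genes were lower on the array labelled azacitidine, 5 on that labelled ACY-1035 and 198 with the combination, where 611 changed, 342 of them only there and 166 of these lower. With the mean of the qualifiers of a gene, counts were 179 higher and 37 lower for the azacitidine label, 27 and 1 for the ACY-1035 label and 249 and 121 for the combination (370 in all, 202 only there, 106 higher and 96 lower). At 3-fold they were 109 and 6, 12 and 1, and 145 and 42 (187 in all, 98 only there, 62 higher and 36 lower). Without dim qualifiers 172 genes were higher only with the combination, category A held 52 qualifiers and E 12, and correlations across genes between comparisons that share no array went from 0.53 to 0.67 (azacitidine label) and from 0.18 to 0.34 (ACY-1035 label). Without qualifiers ending in _s_at or _x_at, categories B, C, D and G held 51, 75, 198 and 140, and the median of the MLL program list on the array labelled azacitidine turned from -0.16 to 0.056. With limits of 1.5 and 0.67 categories A to H held 191, 367, 35, 63, 13, 8, 34 and 10. With the S1 Table names, added after the data were seen, azacitidine has 58 higher and 11 lower genes, ACY-1035 has 364 and 68, and categories C to F hold 29, 51, 123 and 302. Lowess correction, alone or with the filter on dim qualifiers (the pair added after the data were seen), gave 643 and 537 genes changed only with the combination. The share changed only there ranged from 52.4% to 67.9% over the alternatives. Under median centring and lowess correction, all 189 values of named genes against vehicle moved by less than the array error, and 63 moved by more with the mean of qualifiers. List medians were held to a smaller limit, the median error of a difference divided by the square root of the number of genes in the list, and moved by more than it in 64 cases without dim qualifiers, 68 under lowess correction, 55 with the mean of qualifiers, 49 without qualifiers ending in _s_at or _x_at and none of 135 under median centring. Signals near background limit what dim qualifiers can show.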

Differences from the paper's values

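The paper's counts for the single agents differ from those of the arrays as the deposit labels them. For azacitidine the paper's values are 62 genes up and 12 down, and the array labelled azacitidine gave 364 and 68. For ACY-1035 the paper's values are 386 and 72, and the array labelled ACY-1035 gave 58 and 11. None of the alternatives set before the data were examined (filter on dim qualifiers, centring, lowess, no _s_at or _x_at qualifiers, brightest qualifier, mean of qualifiers, several symbols kept, 3-fold threshold) brought any of the 4 counts within 1.5 times the paper's. With the names of S1 Table, a setting chosen after seeing the values, azacitidine gave 58 and 11 and ACY-1035 gave 364 and 68, all within 1.5 times.

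The paper's totals of qualifiers in S1 Table are 29, 51, 123 and 302 for categories C, D, E and F, and the labels gave 123, 302, 29 and 51. Among the alternatives set before the data were examined, limits of 1.5 and 0.67 gave 35 for C and 63 for D, within 1.5 times the paper's totals, and 13 for E and 8 for F, which are not. The filter, centring, lowess and the omission of _s_at and _x_at qualifiers brought none of the 4 within it. With the names of S1 Table, chosen after seeing the values, the totals were 29, 51, 123 and 302, and none of the 1055 qualifiers listed by the paper left its category.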

Other observations

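The paper does not describe how the leukemic program and the metabolic genes behaved on these arrays. On the array labelled ACY-1035 (azacitidine in S1 Table), 17 of 20 genes of the MLL fusion and leukemic stem cell program lay below vehicle, with a median of -0.14 and RUNX2, a transcription factor, at -0.49. Genes of the amino acid response and ER stress had a median of -0.10 there, at percentile 0.06 of random lists matched on mean signal, and -0.29 with the combination, at percentile 0.72. Random lists had a median of -0.08 with the combination, and lowess correction moved the list's median there to -0.12, at percentile 1.74. With the combination PSAT1, an enzyme of serine synthesis, read -1.16 and SLC7A5, an amino acid transporter, -0.95. On the array labelled azacitidine (ACY-1035 in S1 Table) cytokine and chemokine genes had a median of 0.20, with CXCL8 at 2.54. BCL2A1, an inhibitor of apoptosis, was 1.22 higher on that array and 1.98 higher with the combination. Its signal was dim throughout, from 2.26 with vehicle to 4.24 with the combination. ZBTB33, which encodes the methyl-DNA binding protein Kaiso, was at -1.12 on that array and -1.68 with the combination.

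With the combination, the medians of the other lists were -0.11 for CDK inhibitors and RB pathway brakes, 0.21 for granulocyte differentiation, -0.22 for MYC and ribosome biogenesis, 0.10 for p53 targets, 0.06 for the BCL2 family, -0.09 for HDACs and corepressors, -0.22 for DNA methylation and azacitidine metabolism, 0.12 for cancer-testis genes, -0.07 for the histone genes, 0.18 for the GATA list, 0.12 for the Notch pathway, -0.14 for cholesterol synthesis and -0.12 for reference genes. Markers of erythroid cells, megakaryocytes and mast cells, T and NK cells, B cells, epithelial cells and neurons had medians of 0.07, 0.32, 0.19, 0.25, 0.32 and 0.20. Lowess correction turned the sign for CDK inhibitors and RB pathway brakes (0.058), cancer-testis genes (-0.016) and erythroid markers (-0.076). All of the uncorrected medians lay between percentiles 2.5 and 97.5 of random lists matched on mean signal.

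Across 18132 genes, which are not independent replicates, the difference of the array labelled azacitidine from vehicle correlated with that of the combination from the array labelled ACY-1035 (Pearson's r 0.53, Spearman's rho 0.38), with no array in common. The corresponding values for the array labelled ACY-1035 were 0.18 and 0.11, and simulated unchanged arrays gave values near 0. The single-agent differences, which share the vehicle array, had r 0.26, below the 0.50 of simulated unchanged arrays, and a covariance of 0.0197 against 0.0286 simulated. The simulated error comes from the array labelled azacitidine, so this difference gives no estimate of a shared effect. Both lists of higher genes held 26 in common, against 1.16 for independent lists and 0.07 in simulated unchanged arrays, which called only 2.26 and 2.13 higher genes on average and so are no measure for lists of this size, and part of this excess may come from the shared vehicle array. Of the higher genes, 269 of 364 (azacitidine label) and 46 of 58 (ACY-1035 label) were also higher with the combination, against 11.0 and 1.75 for independent lists and 0.03 and 0.09 in simulated unchanged arrays, with the same limit, and here too the shared vehicle array may add to the excess.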
